A study of Drosophila melanogaster with 4 samples. Its data were reported in "A Drosophila systems model of pentylenetetrazole induced locomotor plasticity responsive to antiepileptic drugs" (2009).

How the data were processed

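The data were 4 two-colour cDNA microarrays of Drosophila melanogaster heads, each carrying a Cy5-labelled and a Cy3-labelled pool of heads from untreated, unmated Oregon-R males kept on normal food (NF). Per the labels and the study's methods, RNA was extracted from separate pools of frozen heads, amplified and labelled as antisense RNA, and the pools of a replicate were hybridized together on a CDMC cDNA slide. The authors scanned the slides and quantified the spots with GenePix Pro 6.0 and normalized the ratios of each slide in Acuity 4.0. Spots with a raw intensity under 100 units and under a set multiple of the background were ignored in that normalization. Spots were then kept if under 3% of their pixels were saturated, if they were not marked bad or absent, if the regression R2 between the channels was at least 0.6 and if the signal-to-noise ratio was at least 3. The deposited values are log2 ratios of the Cy5 signal over the Cy3 signal after the authors' normalization. The array medians of the deposited values were 0.14, 0.00, 0.08 and -0.70 on replicates 1 to 4, so the centring was not common to the arrays. The labels give Cy5 and Cy3 in the same orientation on all 4 arrays, whereas the study's methods speak of a pair of dye-swapped slides per condition. Which slides were swapped, and whether the deposited ratios of such slides had been turned, is not given in the sources used here, and a positive value below means only a higher value in the pool that the labels give as Cy5. The labels also give 12 h in the treatment vessel for both pools of replicates 2 to 4, and 12 h for the Cy5 pool and 6 h for the Cy3 pool of replicate 1.

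The table held 27648 spots in pairs of adjacent duplicate spots. Of 7609 adjacent pairs with a gene name on both spots, 0 had 2 different names, so each pair was averaged into 1 clone, which gave 13824 clones. Clones with a value on at least 3 arrays were analysed (4208 clones), and 9444 clones had no value on any array. Gene names came from the platform annotation, updated to current symbols by Entrez identifier through a RefSeq gene table of Release 6 of the assembly for 97.9% of 15218 annotated probes. Of the 4208 clones, 2551 were named by 1 gene, 16 by several and 1641 by none, and clones with several names or none were not named in the text. Clones of 1 gene were averaged for gene-level values, which gave 2406 genes with a value on at least 3 arrays, 445 of them on all 4. Genes with 2 clones numbered 135, and the mean log2 ratios of their 2 clones correlated with r = 0.230. The number of pairs of arrays with over 13 identical spot values was 0, so no array was a copy of another. The 4 arrays limit the precision, and the limma p-values of single clones and genes measure the spread between these arrays. The p-values of camera with the preset correlation, of the variability test and of Fisher's exact test, all given below, do not. They take genes or clones as the units.

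The log2 ratio of each clone was tested against 0 with limma (version 3.58.1 in R 4.3.3), with an intercept, empirical Bayes moderation and Benjamini-Hochberg adjustment at 0.05, two-sided, on the values as deposited. One-class Significance Analysis of Microarrays (SAM), the test in the study's methods, was rebuilt with all 16 sign patterns of the 4 arrays, an exchangeability constant at percentile 5 of the standard deviations, and the median false discovery rate of higher and lower clones separately. Correlations between arrays were Pearson's r across clones, which are not independent replicates. For the comparisons with 21 gene lists, of which 15 had at least 5 measured genes, limma's camera test was run on the moderated statistics with a preset inter-gene correlation of 0.01, because genes with missing values cannot enter the test in its usual form. The estimated correlation and fry were run on genes with complete values. The variability of a list was the median of its genes' root mean square log2 ratio about the array medians, placed among 10000 random lists of genes with the same number of arrays. Centred values are the log2 ratios minus the array's median. In simulated data with the measured array medians, 200 of 4208 clones were changed. The limma test called 17.6% of clones changed by 0.5 in log2, 87.2% of those changed by 2-fold and 99.8% of those changed by 4-fold, and 46.8%, 96.8% and 100% after median centring, so most changes of the smallest size are missed. Data with no changed clone were simulated with array medians of 0 and noise independent between arrays and clones. There the lowest false discovery rate from the rebuilt SAM lay between 0 and 90.4% over 10 draws. It lay between 63.8 and 96.3% when lists had to hold at least 20 clones. The measured arrays had unequal medians and correlated with each other. These draws therefore do not show which rates the measured arrays would give without change.

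The groups, the tests, the 21 lists, the rule for the named genes and most alternatives were set before the data were examined. The rule took the 10 named genes with the highest and the 10 with the lowest mean log2 ratio among clones past the threshold with 1 sign on every array, filled up, where fewer passed, with clones that had values of 1 sign on all 4 arrays and given as values without a call. It added the 10 genes of highest root mean square log2 ratio on all 4 arrays, the 4 members with the largest mean log2 ratio in size, on all 4 arrays, of each list past a list test, and per, tim, Clk, vri, to, sesB, kdn, eas, sda and CtBP. Genes named beyond it were chosen after their values were seen. The lists covered photoreceptor, circadian clock, synapse, glia, fat body and yolk protein, detoxification, cytosolic and mitochondrial ribosomal protein, oxidative phosphorylation, TCA cycle and glutamate, muscle, digestive enzyme, cuticle protein and olfactory and gustatory genes, as well as a selection of 28 genes that the study's text or tables name for pentylenetetrazole (PTZ) on other arrays, which is a part of the genes it reported. The lists of heat shock, immune, testis, accessory gland, ovary and Wnt pathway genes had 4, 3, 4, 0, 1 and 4 measured genes and were not tested. The alternatives were median centring, scaling of the arrays, other filters on missing values, leaving out each replicate in turn, subtraction of a median of 401 or 49 neighbouring spots, other moderation, all sign patterns of the arrays, gene level, removal of log2 ratios beyond 3, other list tests and other measures of variability. Neighbouring spots are those next to each other in the order of the table, as the slide layout was not known. The study's arrays of PTZ-treated flies and its supplementary gene lists were not used here.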

Results

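The data were 4 NF-NF arrays, in which a pool of heads from untreated male flies labelled with Cy5 was hybridized with a second pool of untreated heads labelled with Cy3. The arrays formed 1 group with replicates 1 to 4, and no treatment separated the pools of an array. In the study they served as the control for arrays of flies fed pentylenetetrazole (PTZ), a convulsant drug that blocks GABA receptors, which were not analysed here. Values were deposited for 8429, 8414, 7966 and 2240 of 27648 spots on replicates 1 to 4, that is for 30.5%, 30.4%, 28.8% and 8.1% of them. Of the clones, each spotted as a pair, 4208 had a value on at least 3 arrays and 726 on all 4. The array medians were 0.14, 0.00, 0.08 and -0.70, and 95.1% of the spots of replicate 4 lay below 0. Duplicate spots of a clone correlated with r = 0.820, 0.658, 0.736 and 0.777.

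**Figure D1:**
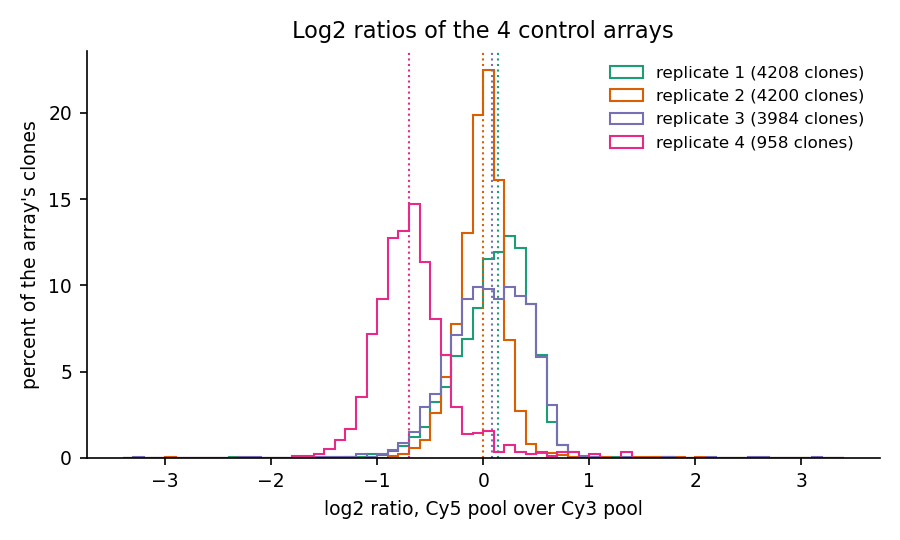
Percent of each array's clones (vertical axis) by log2 ratio of the Cy5 pool over the Cy3 pool (horizontal axis, bins of 0.1) for clones with a value on at least 3 arrays, with 1 outline per array and its median as a dotted line. Replicate 4, with 958 such clones, is centred near -0.70, whereas the medians of replicates 1 to 3 lie between 0.00 and 0.14.

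The first comparison was of each clone's log2 ratio with 0, the value of a transcript that is equal in both pools. No named gene passed the test, and the values below, all of named clones with 1 sign on all 4 arrays as deposited, are given without a call. Among these Yp3, which encodes a yolk protein made in the female fat body, was the highest, at 1.19 ± 0.58 (SD, n = 4) as deposited and 1.31 ± 0.72 after each array's median was subtracted, and it was above 0 on 4 of 4 arrays. Of these clones CG2076 followed with 0.74 ± 0.62 as deposited, although its centred value on replicate 1 was -0.05, and CanB, a regulatory subunit of the phosphatase calcineurin, with 0.40 ± 0.50. Dlg5, the serotonin receptor 5-HT7, ine, CHES-1-like, CG1572 and CG11986 lay between 0.23 and 0.39. The clones of Dlg5, 5-HT7, ine, CG1572 and CG11986 stood close together in the table, and their means lay between 0.15 and 0.29 once the median of 49 neighbouring spots was subtracted. After the same step Yp3 was at 1.22 ± 0.74. CG2076 was at 0.315 ± 0.475 and CanB at 0.39 ± 0.39, both without 1 sign over the arrays. Only 9 clones of named genes were above 0 on all 4 arrays as deposited, against 121 below 0, since replicate 4 lay low as a whole.

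Among named clones below 0 on all 4 arrays, the lowest value was that of Obp56h, an odorant-binding protein gene, with -0.97 ± 0.84 (SD, n = 4) on 1 clone, while its second clone was at -0.12 ± 0.23. Gbs-76A, a glycogen-binding subunit of protein phosphatase 1, was at -0.89 ± 0.22, CG14889 at -0.88 ± 0.24, CG7149 at -0.86 ± 0.18 and cyst at -0.79 ± 0.21. CG9426, the histone variant gene His2Av, gus, bc10 and beat-Ic were between -0.73 and -0.67. After centring, the means of these 10 clones lay between -0.85 and -0.55, and each was below 0 on 4 of 4 arrays except bc10, whose value on replicate 4 was 0.02.

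The limma test called 0 of 4208 clones at an adjusted p of 0.05, and 1073 had an unadjusted p under 0.05. After median centring it called 0, with 1272 at an unadjusted p under 0.05. The lowest false discovery rate of the rebuilt SAM was 0.00% for higher clones, on a list of 1 clone, and 1.80% for lower clones, on a list of 121. Without replicate 4, limma called 807 clones as deposited (485 higher and 322 lower) and 379 after centring (62 higher and 317 lower), 329 of which were called in the same direction both ways. As 3250 clones had values on replicates 1 to 3 alone, their own values were the same with and without replicate 4. When the median of 49 neighbouring spots was subtracted, 19 clones passed. Some of them had values on all 4 arrays, as CG7149, CG14889 and CG9426, and others on 3, as Dfd, SKIP and Drat.

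The next comparison was of the spread of the log2 ratios between untreated pools. CG9997 and CG42674 stood out on replicate 3, with centred log2 ratios of 2.44 and 2.09, and CG14609 on replicates 2 and 4, with 2.07 and 1.30. Among the 445 genes with values on all 4 arrays, the root mean square log2 ratio about the array medians was highest for Yp3, at 1.46, CG9997, at 1.29, CG14609, at 1.28, CG2076, at 1.16, and CG42674, at 1.11. Gbs-76A, CG4607, Dgkepsilon, CG7149 and 5-HT7 followed with 0.86 to 0.78. The SD of the log2 ratios over clones was 0.34, 0.23, 0.38 and 0.37 on replicates 1 to 4, with a mean of 0.33 ± 0.07 (SD, n = 4). The share of clones beyond 2-fold was 0.642%, 0.381%, 0.879% and 14.7% as deposited and 0.927%, 0.381%, 1.03% and 2.19% after centring.

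**Figure D2:**
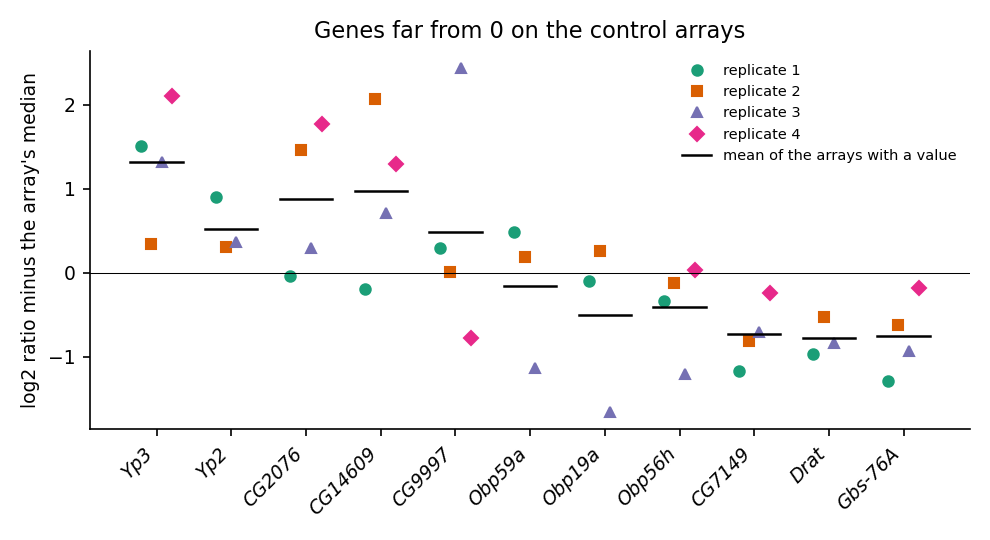
Log2 ratio minus the array's median (vertical axis) of 11 genes (horizontal axis), with 1 symbol per replicate and a line at the mean of the arrays with a value. Yp3 lies above 0 on 4 of 4 arrays and Gbs-76A below 0 on 4 of 4, whereas Obp59a, Obp19a and Obp56h (mean of 2 clones) lie far below 0 on replicate 3, and Yp2, Drat, Obp59a and Obp19a have no value on replicate 4.

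Another comparison asked whether the same transcripts departed from 0 on different arrays. Yp3 was high on replicates 1, 3 and 4, at 1.63, 1.39 and 1.38 as deposited, and at 0.34 on replicate 2. Over all clones, replicates 1 and 3 correlated with r = 0.714, replicates 1 and 2 with 0.430, replicates 2 and 3 with 0.355 and replicates 2 and 4 with 0.352. Replicate 4 correlated with replicate 1 with r = -0.014 and with replicate 3 with r = 0.013. The mean over the 6 pairs was 0.308 ± 0.274 (SD over pairs). Different clones next to each other in the table correlated on each array, with r between 0.360 and 0.529, and after subtraction of the median of 49 neighbouring spots the r of replicates 1 and 3 was 0.577.

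**Figure D3:**
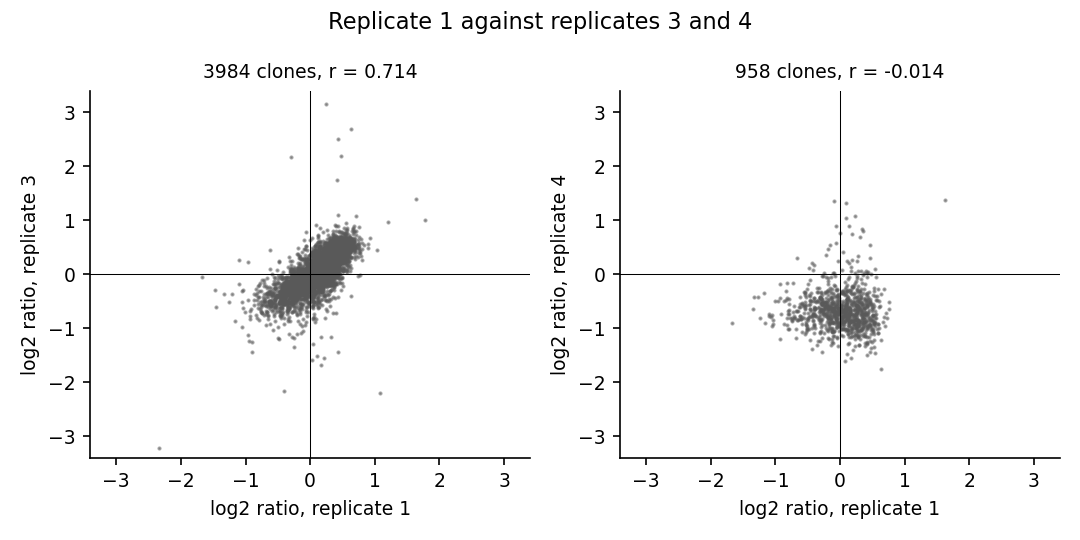
Log2 ratios of clones on replicate 1 (horizontal axes) against replicate 3 (left) and replicate 4 (right), with 1 point per clone. The 3984 clones shared by replicates 1 and 3 follow a rising line with r = 0.714, and the 958 clones shared by replicates 1 and 4 show r = -0.014 around a low level of replicate 4.

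Groups of genes were then compared with all other genes. Genes of synapses and neuronal signalling fell as a group in the Cy5 pools, with 13 of 14 measured genes below the array medians and a list mean of -0.23, -0.18, -0.22 and -0.22 after centring on replicates 1 to 4. The lowest were the serotonin receptor 5-HT2A, at -0.47 ± 0.16 (SD, n = 3), and Rab3, a small GTPase of synaptic vesicles, at -0.47 ± 0.22 (n = 3), followed by the cell adhesion gene Nrg, at -0.39 ± 0.12 (n = 3). Of the members with values on all 4 arrays, the potassium channel gene Sh was at -0.21 ± 0.10, unc-13, which primes synaptic vesicles, at -0.14 ± 0.08, and 5-HT1A at -0.03 ± 0.22. The exception was nSyb, the neuronal synaptobrevin, at 0.22 ± 0.08 (n = 3). The adjusted p of limma's camera was 0.0284 as deposited and 0.00911 after centring, and 0.641 with an estimated correlation on replicates 1 to 3. With the signs of a pair of arrays turned, as dye-swapped slides may need, the call was lost in each pattern. The limma camera adjusted p was 0.700 for replicates 2 and 3, where the direction reversed, 0.340 for 2 and 4, and 0.736 for 3 and 4. The call was also lost with replicate 2, 3 or 4 alone turned (0.164, 0.289 and 0.0653). With 2 to 4 turned, which equals turning replicate 1 apart from the overall sign, the call was lost and the direction reversed (0.511). Without Rab3 alone, and no array turned, the limma camera adjusted p was 0.0677 as deposited and 0.0194 after centring. No member passed over all genes (0) or when adjusted over the list alone (0).

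A selection of 28 genes that the study's text or tables name for PTZ on its other arrays, fixed beforehand, also fell as a group on these untreated arrays, with 11 of 14 measured genes below the array medians. The camera adjusted p in limma was 0.00257 as deposited and 0.0325 after centring, and with an estimated correlation it was 0.641 on replicates 1 to 3 and 0.770 on genes with values on all 4 arrays. Without Gbs-76A alone it was 0.0181 as deposited and 0.0740 after centring, and without Gbs-76A and Drat 0.0405 and 0.226. The selection leaves out most genes of the published lists, so the test speaks for its measured members alone. With P5CDh1, Gdh, Gad1 and Gs2, which the text of the paper also names, added after the data were seen, the camera adjusted p was 0.00105 and after centring 0.0145. The list means after centring were -0.40, -0.13 and -0.28 on replicates 1 to 3, and 0.12 on replicate 4, where 9 of the genes had a value. Drat was at -0.78 ± 0.22 (SD, n = 3) after centring, Gbs-76A at -0.75 ± 0.47 (n = 4) and CG7766 at -0.46 ± 0.12 (n = 3). CG46339 was at -0.29 ± 0.04 as deposited, but at 0.40 on replicate 4 after centring. The transcriptional corepressor gene CtBP was at -0.27 ± 0.36 as deposited and -0.14 ± 0.10 after centring. The calnexin gene Cnx99A was at -0.24 ± 0.31 as deposited and -0.11 ± 0.28 after centring, where it was above 0 on replicates 2 and 4. No member passed over all genes (0), and 4 did when adjusted over the list alone. With the signs of a pair of arrays turned, the call was lost in 3 of 3 patterns (limma camera adjusted p = 0.539, 0.287 and 0.926). With 1 array turned it was lost for replicate 4 (0.108) and held for replicates 2 and 3 (0.00830 and 0.0308), and with replicates 2 to 4 turned it reversed (0.511). The calls of this list and of the synapse list were lost when the median of 49 neighbouring spots was subtracted (limma camera adjusted p = 0.597 each), where 5-HT2A was at -0.04, Rab3 at -0.07 and CG7766 at -0.09, while Nrg at -0.41, Drat at -0.56 and Gbs-76A at -0.51 kept most of their size. Without replicate 4 the synapse list had an adjusted p of 0.0520 (0.0424 centred) and the list of PTZ genes kept its call with 0.0205 (0.0243 centred), and without replicate 1, 2 or 3 the list of PTZ genes, on fewer genes, had 0.464, 0.172 and 0.649, while the synapse list held too few genes to be tested.

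Cytosolic ribosomal protein genes were above the array medians for 16 of 16 measured genes, among them RpL28, at 0.35 ± 0.16 (SD, n = 3) after centring, and RpLP0, at 0.33 ± 0.13 (n = 3). Digestive enzyme genes, which mark body tissue, were above for 7 of 7, led by the maltase gene Mal-A2, at 0.48 ± 0.35 (n = 3), and the list mean was 0.25 ± 0.15 over the 4 arrays. Both lists rose after centring, with limma camera adjusted p of 0.00911 and 0.0295, but neither passed on the values as deposited, with 0.0677 and 0.0831, and with an estimated correlation on replicates 1 to 3 the adjusted p was 0.641 for both. With the median of 49 neighbouring spots subtracted, the adjusted p of limma camera was 0.380 and 0.414. Without replicate 4 it was 0.0424 and 0.0536 after centring. The signs of pairs of arrays were turned on values as deposited. With replicates 2 and 3 turned, both lists pointed down (limma camera adjusted p = 0.551 and 0.700). With 2 and 4 turned both pointed up (0.287 and 0.215). With 3 and 4 turned ribosomal protein genes pointed up (0.213) and digestive enzyme genes down (0.926).

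The other 11 lists did not pass in either form. All 6 measured glial genes were below the array medians, with Eaat2, a glial transporter of amino acids, lowest at -0.32 ± 0.36 (SD, n = 4), but the limma camera adjusted p was 0.254 after centring. Cuticle protein genes had a list mean of 0.14 as deposited with an adjusted p of 0.114. The fat body list had a mean of 0.04 but a median of -0.19, and its test pointed down with an adjusted p of 0.717, while Yp3 and Yp2 were its highest genes. Photoreceptor, detoxification, mitochondrial ribosomal protein, oxidative phosphorylation, circadian clock, TCA cycle and glutamate, muscle, and olfactory and gustatory lists had means between -0.09 and 0.10 as deposited, with adjusted p from 0.372 to 0.717. In the test of variability between pools 0 of 15 lists passed after adjustment, and 1, the fat body list, had an unadjusted p under 0.05 (p = 0.0451 against random lists, a permutation test, adjusted p = 0.676).

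**Figure D4:**
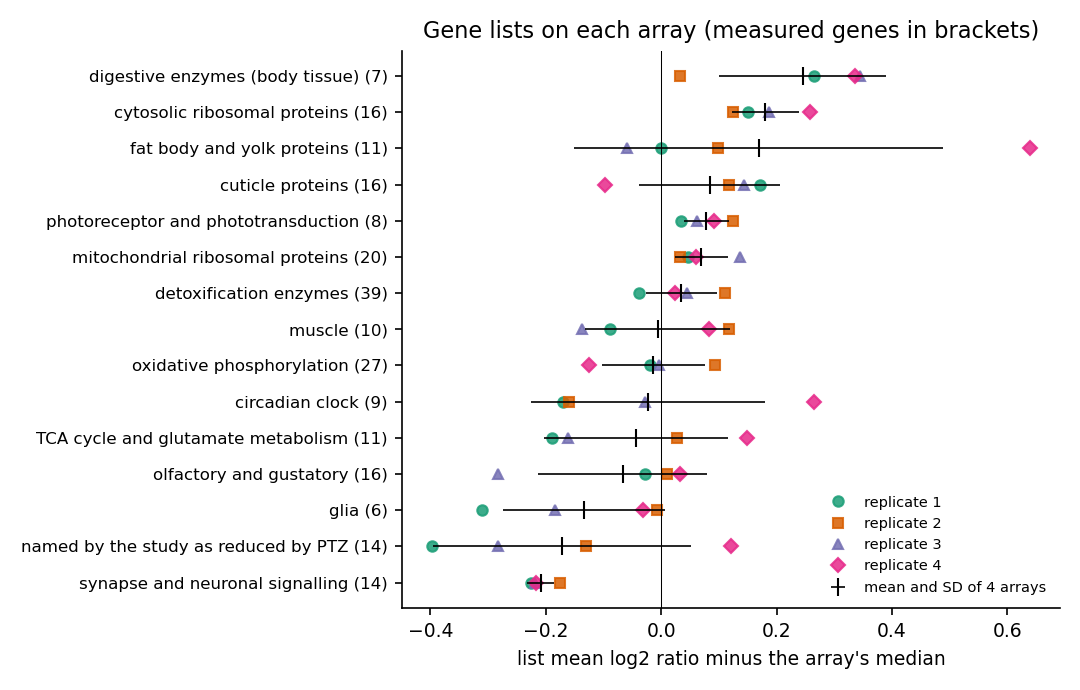
Mean log2 ratio minus the array's median (horizontal axis) of the measured genes of each of 15 lists (vertical axis, number of genes in brackets), with 1 symbol per replicate and the mean ± SD of the 4 arrays in black; the mean on replicate 4 rests on fewer genes. The 4 means of the synapse list lie between -0.23 and -0.18 and those of cytosolic ribosomal proteins between 0.12 and 0.26.

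Circadian clock genes were examined on replicate 1, the array whose labels give 12 h for the Cy5 pool and 6 h for the Cy3 pool. The mean log2 ratio of 9 measured clock genes there was -0.04, at percentile 10.7 of random lists of the same size. It was -0.16 on replicate 2, at percentile 1.9, and 0.04 on replicate 3, at percentile 45, although both pools of these arrays were kept for 12 h. On replicate 4 the mean of 2 genes was -0.46, at percentile 85.4. The clock gene per was at 0.03 ± 0.12 (SD, n = 3) as deposited, and the core genes per, Pdp1 and cry had a mean of -0.21 on replicate 1, at percentile 6.2, against percentiles 57.4 on replicate 2 and 34.9 on replicate 3, where cry had no value. As 1 array had this label, the comparison has no replicate check. A list mean also hides members that go in opposite directions, so it cannot exclude an effect of the time in the vessel. No value on at least 3 arrays was found under the names tim, Clk, vri and to, nor for the bang-sensitive genes sesB, kdn, eas and sda.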

Values the study reported

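For the NF-NF arrays, named 0 hr in the study, 4369 genes could be analysed, and the study called none of them differentially expressed below a false discovery rate of 96%. On the arrays of PTZ-treated flies it reported 23 reduced genes at 12 hrs, 2439 on the 2nd day and 265 on the 7th day, at false discovery rates of 22.76%, 13.74% and 23.03%. It found no increased gene at those rates.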

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

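The array correlations and the calls without replicate 4 were planned, and the tests of explanations here were chosen after the patterns were seen. Those of duplicate spots on replicate 4 and of its correlation with replicates 1 and 3 were chosen also after their values were seen. The verdicts on a dimmer scan, a noisier slide, position on the slide and a bright region were softened to open ones after their values were seen. The count of measured sex-biased transcripts replaced their median, which had no value under the names searched. Values that stood far from those of the other 3 arrays were found in 11 of 51 sets of 4 values examined. Chance gives about 1 in 20, or 2.5 sets, for sets that were not selected. Many of these sets were genes picked for extreme values, so that rate does not hold for them. The sets also share the arrays and are not independent.

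Replicate 4 stood apart with 2240 spots, a median of -0.70 and 14.7% of its clones beyond 2-fold as deposited. A noisier slide was open: on clones kept on all 4 arrays the median absolute difference between its duplicate spots was 1.04 times the highest of the other arrays (95% bootstrap interval 0.91 to 1.17), but the authors' filters had already removed noisy spots. A dimmer scan that kept abundant transcripts saturated elsewhere was open: clones of cytosolic ribosomal protein and oxidative phosphorylation genes made up 0 of the 100 named clones measured on replicate 4 alone and 1.8% of those on at least 3 arrays (Fisher's exact test, one-sided p = 1; Clopper-Pearson upper limit of that 0, 3.62%). With mitochondrial ribosomal protein genes counted too, after the values were seen, they made up 5 of 100 against 2.67% (Fisher's exact test, one-sided p = 0.139). Scanner intensities were not used here, and with 1 group no biological explanation was tested.

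Replicates 1 and 3 departed from 0 on the same clones (r = 0.714), and replicates 1 to 3 together gave 807 calls in limma. Position on the slide as the whole cause could not be settled. After subtraction of the median of 49 neighbouring spots r was 0.577, and that step took the calls on replicates 1 to 3 from 807 to 40. Without that step, clones at a wide fixed spacing in the table correlated with r = 0.381 on replicate 1 and 0.323 on replicate 3. At a shorter spacing these were -0.025 and 0.038. Whether subtracting the neighbours removes such a repeat was not tested. A dye bias of equal size and direction on all 4 slides is argued against by r = 0.015, the higher of the 2 correlations of replicate 4 with replicates 1 and 3 on 726 clones. Of the 4 sign patterns of replicates 1 to 3 only 1, the deposited one, gave as many calls, and the highest of the others gave 0, but 4 patterns are too few for a share under 0.05. Position on the slide, a dye bias turned on some slides and a difference between the pools stay open, and no biological explanation was tested.

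Yp3 and Yp2 were higher in the Cy5 pools, with centred log2 ratios of 1.32 ± 0.73 (SD, n = 4) and 0.53 ± 0.33 (n = 3). A larger share of fat body in those pools is argued against by the other 9 fat body genes, whose median was -0.226 and whose highest value was 0.20. A bright region of the slide could not be settled. The 11 other clones within 24 spots of Yp3 in the order of the table had a median of 0.065 and a highest value of 0.47. These are means over the arrays, and the slide layout was not known. For female heads among the males, other sex-biased transcripts were sought under the names to, Sxe1, Sxe2, roX1, roX2 and fit. Under these names 0 had a value on at least 3 arrays. A clone of sxe2 had a value on replicate 4 alone, at -0.525 as deposited, where the array median was -0.70. Sxe1, male-biased in heads, is an older name of Cyp4d21, whose centred log2 ratios were -1.06, -0.04, -0.90 and 0.54 on replicates 1 to 4. This gene was low on replicates 1 and 3 but not on replicate 4, where Yp3 was highest after centring. These values cannot settle the question, so female heads stay open. Per the study's methods each RNA sample pooled the heads of many flies, which averages over individuals. Differences between individual flies in yolk protein transcripts and a dye bias of the Yp3 and Yp2 clones were not tested. No other biological explanation was tested.

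Single values of genes also stood far from the other arrays after centring. On replicate 3, CG42674 was at 2.09, CG4607 at -1.63, the first clone of Obp56h at -2.24 and unc-13 at -0.0228. On replicate 4, 5-HT7 was at 1.52, Dlg5 at 1.23, CG1572 at 0.71 and CG46339 at 0.40. The first 3 were named among clones above 0 on all 4 arrays as deposited. With a median of -0.70 on replicate 4, that rule alone forces a high centred value there.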

How the results depend on the processing

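Alternatives that combine 2 choices, that subtract the median of 49 neighbouring spots that add genes to a list or that set a larger smallest SAM list were chosen after seeing the data. The 0 clones called by limma stayed at 0 with centring, scaling, at least 2 arrays, robust or no moderation, 7 sign patterns, gene level and extreme values removed, but moved to 1 on clones with all 4 values, 66 (8 higher, 58 lower) with a wide running median and 19 with 49 neighbouring spots subtracted (all moved). Leaving out 1 replicate gave 0 to 807 calls (4 without replicate 1, 2 without replicate 3, 807 without replicate 4). It gave 0 to 379 after centring, and 40 without replicate 4 with 49 neighbouring spots subtracted. For the 3250 clones with values on replicates 1 to 3 alone the values were the same, so calls gained there rest on the pooled variance and the adjustment. A DnaJ-1 clone at 0.90 ± 0.56 (SD, n = 3) went from a limma adjusted p of 0.112 to 0.00139 in this way. The other DnaJ-1 clones were below 0, at -0.40 ± 0.42 (n = 4) and -0.10 ± 0.40 (n = 3) as deposited. The cause of the other changes was not tested. The lowest SAM rate, 0.00%, moved to 6.27% with s0 = 0, 1.80% (0.55% centred) among lists of at least 20 clones, and 80.7%, 29.9% and 95.7% on such lists with the signs of replicates 1 and 2, 1 and 3, or 1 and 4 turned. The 2 shifted lists moved to 4 with centring, with or without scaling, 1 with replicate 2 or 3 turned, and 0 with any other sign pattern, all 4 values, an estimated correlation, fry or 49 neighbouring spots subtracted. On all 4 values only 3 lists could be tested, whichever test was used, and the synapse list was not among them. Without replicate 1, 2 or 3 only 3, 3 and 5 lists could be tested, also without the synapse list. The number of shifted lists stayed at 2 with 4 more genes in the PTZ selection. It also stayed at 2 with a wide running median, where that selection lost its call (limma camera adjusted p = 0.0579) and cytosolic ribosomal proteins gained one (0.0165). Without 1 replicate 0 to 1 lists passed, and centred 0 to 3; on replicates 1 to 3 an estimated correlation gave 0, and fry, which tests a list against no change, gave 1 other list (detoxification enzymes, up, 0.0351). With replicates 2 to 4 turned both lists reversed (adjusted p = 0.511 each), as did the synapse list with 2 and 3 turned (0.700). Lists of high variability, 0, moved to 1 by SD about the gene's mean and 2 with 49 neighbouring spots subtracted. The mean correlation (0.222 to 0.499), the spread (0.311 to 0.360) and the clock list on replicate 1 (-0.21 to -0.04) moved by less than 1 SD. Of 95 values of named genes, 93 moved by less than 1 SD and 88 kept their sign. For the settings that leave out 1 replicate, a move of less than 1 SD was largely fixed beforehand and shows no robustness. A mean of 4 values cannot move by 1 SD when 1 of them is left out, and the mean correlation and the spread are bounded likewise. The mean of CG9997 went from 0.36 to -0.36 without replicate 3 and still counted as moved by less than 1 SD. No paired analysis was possible because there was 1 group.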

Other observations

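Several genes of odorant-binding proteins, which are secreted in the chemosensory organs of the antennae and mouthparts, were low on replicate 3 and not on replicates 1 and 2. After centring, Obp19a was at -1.66, Obp59a at -1.14 and Obp56g at -1.10 there, whereas on replicates 1 and 2 their values lay between -0.15 and 0.48, and they had no value on replicate 4. Of the 2 clones of Obp56h, 1 was at -2.24 on replicate 3 and the other at -0.20. Other members did not share this, as Obp19d was at 0.38 and Obp56d at 0.05 on replicate 3. These genes were picked after their values were seen, and the olfactory and gustatory list passed the variability test only with the SD about each gene's mean (adjusted p = 0.006) and with the median of 49 neighbouring spots subtracted (adjusted p = 0.0015).

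Gbs-76A and Drat, which belong to the selection of genes that the study names for PTZ on other arrays, were low on these untreated arrays in the direction that the labels give. The values of Gbs-76A and Drat after subtraction of the median of 49 neighbouring spots were -0.51 ± 0.20 (SD, n = 4) and -0.56 ± 0.07 (n = 3), with limma adjusted p of 0.0674 and 0.0487.

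Of the clones measured on replicates 1 to 3 with values on all of them, 56.5% had 1 sign on the 3 arrays after centring, where independent arrays would give 25%. Of the clones on all 4 arrays, 27.4% had 1 sign after centring, against 12.5% for independent arrays.

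The lowest false discovery rate of the rebuilt SAM here was 0.00%, and 1.80% among lists of at least 20 clones. That is lower than the value quoted from the study above. With the signs of a pair of arrays turned, as dye-swapped slides may need, the rate on such lists was 80.7% for replicates 1 and 2, 29.9% for 1 and 3, and 95.7% for 1 and 4, so the difference may rest on an orientation that the sources leave open.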
